# Transcriptomic and Metabolomic Profiles Provide Insights into the Red-Stipe Symptom of Morel Fruiting Bodies

**DOI:** 10.3390/jof9030373

**Published:** 2023-03-18

**Authors:** Chi Yang, Xiaoling Jiang, Lu Ma, Donglai Xiao, Xiaoyu Liu, Zhenghe Ying, Yaru Li, Yanquan Lin

**Keywords:** *Morchella*, red-stipe symptom, transcriptome, metabolome, tyrosine pathway

## Abstract

The cultivation of true morels (*Morchella* spp., Morchellaceae, Ascomycota) has rapidly expanded in recent years, especially in China. Red stipe is a symptom wherein the stipe of morel fruiting bodies becomes red–gray, resulting in the gradual death of the affected fruiting bodies. The impact of red-stipe symptom occurrence on the development and nutritional quality of morel fruiting bodies remains unclear. Herein, morel ascocarps with the red-stipe symptom (R) and normal (N), artificially cultivated in the Fujian Province of China, were selected for the transcriptome and metabolome analysis to study the physiological and biochemical responses of morel fruiting bodies to the red-stipe symptom. Transcriptome data revealed several differentially expressed genes between the R and N groups significantly enriched in the tyrosine, riboflavin, and glycerophospholipid metabolism pathways. Similarly, the differentially accumulated metabolites were mainly assigned to metabolic pathways, including tyrosine, the biosynthesis of plant secondary metabolites, and the biosynthesis of amino acids. Moreover, the transcriptome and metabolome data combination revealed that tyrosine metabolism was the most enriched pathway, which was followed by ATP-binding cassette (ABC) transport, alanine, aspartate, and glutamate metabolism. Overall, the integration of transcriptomic and metabolomic data of *M. sextelata* affected by red-stipe symptoms identified several important genes, metabolites, and pathways. These findings further improve our understanding of the mechanisms underlying the red-stipe symptom development of *M. sextelata* and provide new insights into how to optimize its cultivation methods.

## 1. Introduction

True morels (*Morchella* spp., Morchellaceae, Ascomycota) are well known for their unique flavor and health-promoting properties [1,2]. *Morchella* consumption has rapidly expanded in recent years owing to various biological functions and rich nutritional value [1,3,4,5]. The commercial demand for morels is increasing worldwide, despite their high price [6]. The genus *Morchella* contains numerous species, with more than 263 records in Index Fungorum (http://www.indexfungorum.org, accessed on 13 March 2023). To date, a total of 78 *Morchella* species have been discovered worldwide based on phylogenetically distinct characteristics [7]. Over the years, numerous attempts have been made to artificially cultivate morels due to the limited yield of naturally grown wild morels [8]. Nine cultivable species of morels are found in China, including *M. sextelata*, *M. eximia*, *M. exuberans*, *M. importuna*, *M. owneri*, *M. rufobrunnea*, *M. tomentosa*, *Mel-13*, and *Mel-21* [9,10]. Morel cultivation has achieved significant breakthroughs in China since 2012, with an area of 16,466 ha during the 2021–2022 season [11]. Meanwhile, morel biology has been recently extensively studied with important findings on its reproductive modes [7,12,13,14,15,16], nuclear and mitochondrial genome sequence and function [9,16,17,18,19,20,21], microbial community dynamics [22,23,24,25,26], nutrient metabolism [27], and fruiting body development [28,29,30,31].

Despite the rapid expansion of artificial morel cultivation in China, its cultivation industry is still facing several setbacks, including low spawn quality, spawn aging, environmental factors, mechanisms of exogenous nutrition, diseases, and management measures [5,7,11]. The large-scale, outdoor morel cultivation in an open environment infrastructure renders their ascocarps susceptible to pests and bacterial and fungal diseases [5]. Thus, preventing and controlling the disease spread is crucial for optimizing morel cultivation. It is estimated that 25% of the morel cultivation area has been affected by fungal infections, resulting in severe yield losses [11]. Several pathogenic fungi that infect morels have been identified, including *Cladobotryum protrusum* [32], *Diploöspora longispora* [33], the *Fusarium incarnatum*–*equiseti* species complex [34], *Paecilomyces penicillatus* [26,35], and *Lecanicillium aphanocladii* [36], have been identified. Recently, ITS-amplicon sequencing and microscopic examination were performed on morel ascocarp lesions from 32 sites in 18 provinces across China, revealing that *D. longispora* was a major cause of morel fungus diseases [11].

Although research on morel cultivation practices is still in its infancy, several studies have examined morel immune response to mycoparasites. Laccase was found to be involved in *Trichoderma aggressivum* toxin metabolism and enhanced resistance to green mold disease in *Agaricus bisporus* [37]. In *A. bisporus*, 17 simple sequence repeat markers have been associated with resistance to *Mycogone perniciosa* [38]. The genomic regions associated with dry-bubble resistance in *A. bisporus* were determined by quantitative trait loci (QTL) analysis of four traits related to resistance [39]. The genetic mechanisms of the interactions between *M. sextelata* and *P. penicillatus,* responsible for white mold disease in *Morchella* were studied using a dual RNA-Seq approach in both the host and the pathogen [40]. In infected *M. sextelata*, genes encoding for a chitin recognition protein, tyrosinases, a caffeine-induced death protein, Laccase-2, cytochrome P450s, and putative apoptosis-inducing proteins were upregulated, whereas cyclin was downregulated. Moreover, in *P. penicillatus,* several CAZymes involved in the host cell wall degradation were upregulated. Furthermore, 1-octen-3-ol was found to reduce the severity of white mold disease by suppressing *P. penicillatus* in the soil and improving morel yields [41].

In the spring of 2022, a disease severely affected morel yields, manifesting with red-stipe symptom that resulted in the cessation of fruit-body growth. Typically, the entire stalk is yellowish at the beginning of the disease; then, the color deepens and spreads from the base to form a distinct gray–black patch. The morels are visibly seen to lose viability, stop growing, and eventually rot. The disease can cause serious yield reduction or even the complete loss of morel mushrooms in a short period of time. Few researchers opine that the symptoms are caused by a bacterial pathogen [42], while another study identified the pathogen as *Fusarium nematophilum* [43]. Other researchers suggest that it is caused by insufficient nutrition during the low or high-temperature period, but this has not been confirmed and needs more experimental evidence. The most important and obvious symptom is that the stipe of morel fruiting bodies becomes red-gray, and the affected fruiting bodies gradually die. To this end, to unravel the physiological and biochemical responses of morel fruiting bodies to the red-stipe symptom, the dynamic changes of the affected *M. sextelata* in transcriptome and metabolome were determined. By integrating the transcriptomic and metabolomic information from the red (R) and normal (N) fruiting body groups, we identified a few key genes, metabolites, and pathways associated with the red-stipe symptom. Overall, our results provide novel insights into the metabolic mechanisms and nutritional composition changes underlying the red-stipe symptom of *M. sextelata*.

## 2. Materials and Methods

### 2.1. Sample Collection

Fresh cultivated morels were collected from a farm (119.199865° E, 26.712312° N) in the Fujian province of China in March 2022 during the fruiting period. Two groups (R and N) of fresh morels were collected and quickly frozen in liquid nitrogen and then stored in a −80 °C deep freezer. The morphology of the cultivated fresh morels is shown in Figure 1A,B. The color of the fruiting body in the R group was changed to red or yellow, whereas that of the N group remained white (Figure 1C).

### 2.2. RNA Sequencing

Three samples from each N and R group were collected for transcriptome sequencing (three samples for each stage). Total RNA was extracted using the TRIzol reagent (Invitrogen, CA, USA), and their quality was assessed using the Bioanalyzer 2100 and RNA 1000 Nano LabChip Kit (Agilent, CA, USA) with RIN (RNA integrity number) >7.0. Poly-T magnetic beads were used twice to purify poly(A) RNA from total RNA (5 μg). Following purification, mRNA was fragmented with divalent cations at elevated temperatures and then reverse transcribed to create the final cDNA library with an average insert size of 300 bp (±50 bp). Thereafter, paired-end sequencing was performed on the Illumina Novaseq™ 6000 platform (LC Sciences, TX, USA) following the manufacturer’s protocol.

### 2.3. De Novo Assembly, Unigene Annotation, and Functional Classification

Adaptor-containing reads, low-quality bases, and undetermined bases were removed by Cutadapt [44]. Subsequently, sequence quality, including the Q20, Q30, and GC content of the clean data, was verified using FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/ (accessed on 24 June 2022)). With Trinity 2.4.0 [45], a de novo transcriptome assembly was generated. All assembled unigenes were aligned against the sequences of the non-redundant (Nr) protein database (http://www.ncbi.nlm.nih.gov/ (accessed on 24 June 2022)), Gene Ontology (GO) (http://www.geneontology.org (accessed on 24 June 2022)), SwissProt (http://www.expasy.ch/sprot/ (accessed on 24 June 2022)), Kyoto Encyclopedia of Genes and Genomes (KEGG) (http://www.genome.jp/kegg/ (accessed on 24 June 2022)), and eggnog (http://eggnogdb.embl.de/ (accessed on 24 June 2022)) databases using DIAMOND [46] with an E-value threshold of <0.00001.

### 2.4. Differentially Expressed Unigene Analysis

To determine the unigene expression levels, Salmon [47] was used to calculate TPM (Transcripts Per Million) [48]. The differentially expressed unigenes were selected with a |log 2 (fold change)| > 1 at *p*-value < 0.05 cutoff using the R package edgeR [49]. GO enrichment analysis was carried out using the GOseq R package-based Wallenius non-central hyper-geometric distribution [50]. The KOBAS [51] software was used to test the statistical enrichment of DEGs in KEGG pathways [52,53,54].

### 2.5. Metabolite Extraction and Parameter Setting

The collected morel samples were thawed on ice, and metabolites were extracted using a 50% methanol buffer as described previously [55]. Pooled QC samples were prepared by combining 10 μL of each extraction mixture [56]. To identify differentially accumulated metabolites (DAMs) during the fruiting body development of the red-stipe symptom, we randomly analyzed six samples via liquid chromatography–mass spectrometry (LC–MS) as described previously [55]. An UltiMate 3000 HPLC (ThermoScientific, Waltham, MA, USA) was used for all chromatographic separations. The reversed-phase separation was conducted with an ACQUITY UPLC BEH C18 column (100 mm × 2.1 mm, 1.8 m; Waters, Wilmslow, UK). LC–MS was performed at a flow rate of 0.4 mL/min with solvent A (water containing 0.1% formic acid) and solvent B (acetonitrile containing 0.1% formic acid). Gradient elution was performed in the following order: 0–0.5 min, 5% solvent B; 0.5–7 min, 5–100% solvent B; 7–8 min, 100% solvent B; 8–8.1 min, 100%–5% solvent B; 8.1–10 min, 5% solvent B. The injection volume for each sample was 4 µL. The metabolites eluted from the column were detected with a high-resolution tandem mass spectrometer Q-Exactive (ThermoScientific). The AGC target of 3e6 was achieved by operating the Q-Exactive in both positive and negative ion modes. Precursor spectra were collected at a resolution of 70,000 from a range of 70–1050 m/z. The injection time was set at 100 ms, and the top-three configuration was selected to acquire data in the DDA mode. To hit an AGC target of 1e5 with a maximum injection time of 80 ms, fragment spectra were collected at a resolution of 17,500.

### 2.6. Metabolite Identification and Quantification

MSConvert was used to transform the LC–MS raw data into the mzXML format, which was then processed using XCMS, CAMERA, and the metaX toolbox, which was implemented in the R software. Each ion was identified by its retention time (RT) and m/z data. The online KEGG (http://www.kegg.jp/ (accessed on 24 June 2022)) and HMDB (http://www.hmdb.ca/ (accessed on 24 June 2022)) databases were used to annotate metabolites. The peak data intensities were further preprocessed using metaX (http://metax.genomics.cn/ (accessed on 24 June 2022)). The features detected in <50% of the QC samples or 80% of the biological samples were eliminated, and further improvement was made using imputed missing values with the k-nearest neighbor algorithm. Pre-processed data were subjected to principal component analysis (PCA) to detect outliers and evaluate batch effects. Student *t*-tests were conducted to detect differences in metabolite concentrations between the R group and N group. A false discovery rate (FDR; Benjamini–Hochberg) was used to adjust *p* values for multiple testing corrections. metaX was used to conduct supervised partial least squares-discriminant analysis (PLS-DA) to discriminate between groups. A VIP cut-off value of 1.0 was used to select important features.

### 2.7. Identification of Key Pathways and Validation of Gene Expression

To assess pathway enrichment, co-joint analyses were performed on genes DEGs and DAMs. To assess the relationship between the transcriptome and metabolome data, the common KEGG pathways were identified using Venn diagram analysis based on the functional annotation of DEGs and DAMs. qRT-PCR (Quantitative real-time polymerase chain reaction) was used to analyze gene expression, as previously described [57]. Total RNA was isolated using the TRIzol reagent (Invitrogen) and reverse transcribed using the PrimeScriptTM II First Strand cDNA Synthesis Kit (Takara, Japan). Each gene was assessed in duplicate, and the obtained Ct values were normalized using the housekeeping gene *ACT1* [58]. NCBI primer-BLAST was used for primer design (https://www.ncbi.nlm.nih.gov/tools/primer-blast (accessed on 15 October 2022)). The primers used in this study are described in Supplementary Table S1.

qRT-PCR was performed in 96-well optical plates using the CFX Connect Real-Time System (Applied with Bio-Rad, Hercules, CA, USA). The reaction mixture contained 2.0 μL cDNA, 0.5 μL of each primer (10 μM), 10.0 μL 2× SYBR Premix Ex Taq, and ddH_2_O to make a final volume of 20 μL. The thermal cycling conditions were as follows: the reaction mixture was heated at 95 °C for 1 min and then subjected to 40 cycles of 10 s at 95 °C, which was followed by 34 s at 60 °C and 60 s at 60 °C. Three biological and technical replicates were used.

## 3. Results

### 3.1. Transcriptome Sequencing and Functional Annotation

The transcriptome sequencing data analysis results are presented in Supplementary Table S2. 

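Poly(A) RNA of *M. sextelata* fruiting bodies, a cultivated morel, was sequenced from 3 samples of the normal group (N_1, N_2 and N_3) and 3 samples with the red-stipe symptom (R_1, R_2 and R_3). After trimming, Supplementary Table S2 gives 39170270, 40082664 and 40648294 valid reads for the N samples and 41742140, 40880422 and 38888552 for the R samples. The authors assembled unigenes with Trinity, estimated the reads of each unigene with Salmon, and deposited the estimated counts and the TPM (transcript abundance relative to the whole library) of each sample. Expression was analysed here for 199 unigenes, which are 0.866% of the 22969 unigenes of the assembly, and the other unigenes were not analysed here. These unigenes held 139824, 181971 and 171936 counts in the N samples and 155666, 107650 and 131664 in the R samples, so their sums are parts of each library and not its depth. In TPM they made up between 0.616% of the library (R_2) and 1.42% (N_2). Estimated counts were rounded to whole numbers, scaled by the trimmed mean of M-values (TMM) and compared between R and N with edgeR's quasi-likelihood test, with Benjamini-Hochberg adjustment over the 124 unigenes that passed its filter on low counts. Fold changes are R relative to N, and TPM values are given as mean ± SD of 3 samples. The sources do not say that the samples of a group came from separate fruiting bodies, so the p-values measure the spread between these samples, which exceeds counting noise and may still be technical in part. None of the 20 unigenes that the paper names by identifier was among the 199.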

A total of 241,412,342 high-quality clean reads were obtained from six samples, corresponding to 33.51 GB of clean data. The ITS sequence of sample identified by similarity searches in GenBank showed 100% identity to the *M. sextelata* strain S4 (GenBank accession number: MK616098.1). So, the *M. sextelata* genome (https://www.ncbi.nlm.nih.gov/genome/86229?genome_assembly_id=1702542 (accessed on accessed on 24 June 2022)) was selected for sequence alignment. However, the overall alignment rate was only 61.51%. Hence, a de novo transcriptome assembly was performed (data not shown). 

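The 199 unigenes with expression values analysed here had a median length of 591 bp, between 204 and 5170 bp, and the paper's median for its whole assembly is 562 bp (Supplementary Table S3). Unigenes with a best hit to *Morchella* had a median length of 1474 bp. The 97 unigenes without a hit in the NR protein database were shorter, with a median of 345 bp.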

A total of 22,969 unigenes with an N50 length of 1585 bp were de novo assembled from high-quality clean reads (Supplementary Table S3). The annotation results of all the unigenes are shown in Supplementary Tables S4–S6. 

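Of the 199 unigenes analysed here, 102 (51.3%) had a hit in the NR protein database. The best hit was a *Morchella* protein for 86 of them, which is 84.3% of the hits (95% exact binomial interval 75.8 to 90.8%), and a *Lentinula edodes* protein for 3, which is 2.94% (0.611 to 8.36%). The *Morchella* hits accounted for a summed TPM of 3281 in N and 3620 in R, on average. One of the *L. edodes* hits, a sorbitol dehydrogenase (*TRINITY_DN13259_c0_g1*), had an identity of at least 95%, and its TPM was 2.30 ± 0.820 (SD, n = 3) in N and 1.68 ± 0.375 (SD, n = 3) in R (exact permutation test, two-sided, p = 0.3). Identities were at hand only for the 10 of the 199 unigenes in the available rows of Supplementary Table S5. Any *L. edodes* hit outside these rows was not graded. A further 14 unigenes had no NR hit and a best SwissProt hit to a protein of a mammal on a list of species fixed beforehand. Their summed TPM was 30.1 ± 1.24 (SD, n = 3) in N and 42.6 ± 3.62 (SD, n = 3) in R, and each R sample lay above each N sample (exact permutation test, two-sided, p = 0.1, the smallest p that 3 samples against 3 allow). In estimated counts the groups overlapped, with sums of 139, 132 and 152 in the N samples and 174, 150 and 189 in the R samples (exact permutation test, two-sided, p = 0.2), so the separation depends on the weight that TPM gives to short unigenes. Leaving out Ttr, whose counts lie mostly in R_3, 9 of the other 13 had a higher mean in R, and 4 a lower one, among them Lgals7, with 3.07 ± 0.679 TPM (SD, n = 3) in N and 1.84 ± 0.816 (SD, n = 3) in R. Of the 3 with the highest mean TPM over both groups, an order that favours members high in R, SSB (*TRINITY_DN11576_c0_g1*), an RNA-binding protein, had a TPM of 4.14 ± 1.25 (SD, n = 3) in N and 7.44 ± 1.73 (SD, n = 3) in R. TRIM28 (*TRINITY_DN927_c0_g1*), a transcription cofactor, had 3.72 ± 1.17 and 5.94 ± 2.92, and EBNA1BP2 (*TRINITY_DN8075_c0_g1*), an rRNA-processing protein, had 1.86 ± 0.569 and 6.18 ± 2.08. Only 3 of the 14 had enough counts for the test across unigenes, and none of these was called (0 at an unadjusted p under 0.05 with edgeR or with DESeq2). One unigene without an NR hit matched a plant protein, the response regulator APRR7 (*TRINITY_DN11051_c0_g1*), with a TPM of 1.33 ± 0.260 (SD, n = 3) in N and 1.93 ± 0.665 (SD, n = 3) in R (exact permutation test, two-sided, p = 0.3).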

Most of the unigenes (74.68%) were hit to *Morchella*, while only 6.32% genes hit to *Lentinula edodes* (Supplementary Table S5 and Figure S1).

### 3.2. Global Changes in Gene Expression

Principal component analysis revealed that the samples were clustered based on the N and R groups (Figure 2A). The first (PC1) and second (PC2) principal components explained 72.65% and 15.65% of the total variation across the data set. A plot of PC1 and PC2 scores showed a clear separation between the groups across PC1. 

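Among the 124 unigenes tested, the N samples lay between -8.89 and -5.76 on PC1 and the R samples between 5.72 and 9.28, in a principal component analysis of log2(TPM + 1) centred by unigene. PC1 held 65.2% of the variance and PC2 13.9%. On PC2 the samples of both groups overlapped, with N_1 at 3.99 and N_3 at -6.64 as the ends of the range. Over the 44 unigenes past the paper's thresholds, which were picked for a difference between the groups, the share of PC1 was 75.4%.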

Meanwhile, the samples from each group were clustered together (Figure 2B). 

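Over the TPM of the 199 unigenes, Pearson correlations lay between 0.696 and 0.987 within the N group, between 0.835 and 0.943 within the R group, and between 0.180 and 0.814 for pairs of an N and an R sample. The mean was 0.819 within N, 0.893 within R and 0.456 between the groups. On this scale N_1 did not cluster with its group. It correlated at 0.696 with N_2 and 0.774 with N_3, against 0.747, 0.814 and 0.706 with R_1, R_2 and R_3. These correlations are across unigenes, which are not independent replicates. A few unigenes hold large shares of the counts. The unannotated *TRINITY_DN14254_c0_g19* held 34.0% of the counts of N_2 and 22.2% of those of N_3. *TRINITY_DN14358_c0_g5* held large shares in both groups, with 31.3% of the counts of R_1 and 28.3% of those of N_1. In the other samples its share lay between 8.19% (N_2) and 31.9% (R_2). Without the 10 highest unigenes the mean was 0.790 within N, 0.838 within R and 0.527 between the groups. On log2(TPM + 1) the mean was 0.903 within N, 0.869 within R and 0.739 between the groups, with 0.772 as the highest value between the groups and 0.831 as the lowest within a group.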

A total of 1876 and 2388 genes were significantly up- and downregulated, respectively, in the R group compared to the N group (Figure 2C and Supplementary Table S7). 

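At an adjusted p under 0.05, 19 of the 124 unigenes tested were higher and 14 were lower in the R group. A fatty acid desaturase, a putative dehydrogenase and an exosome subunit were among those that rose, and the unigenes with the 2 largest falls had no annotation. A delta(12) fatty acid desaturase (*TRINITY_DN14541_c1_g14*), an enzyme that introduces a double bond into fatty acids, rose from a TPM of 23.6 ± 11.5 (SD, n = 3) to 268 ± 204 (SD, n = 3), a log2 fold change of 3.69 (standard error 0.61, adjusted p = 0.00361). A putative 2-hydroxyacid dehydrogenase (*TRINITY_DN15521_c0_g1*) rose from 5.66 ± 2.98 to 83.4 ± 17.6 TPM (log2 fold change 3.71, standard error 0.58, adjusted p = 0.00310). Both were called under each alternative in which they were tested, with an adjusted p of 0.0276 as the highest for either, and with log2 fold changes of 3.04 for the desaturase without R_1 and 4.31 for the dehydrogenase without N_3. In limma on log2(TPM + 5) the log2 fold changes were 3.03 for the desaturase and 3.08 for the dehydrogenase.

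The exosome subunit RRP46 (*TRINITY_DN14156_c0_g4*) rose 6.05-fold (adjusted p = 0.00283) and a homolog of the U3 small nucleolar RNA-associated protein 18 (*TRINITY_DN3331_c0_g2*), a factor of ribosome assembly, rose 5.08-fold (adjusted p = 0.00824, and a log2 fold change of 2.95 without N_3). The latter homolog rose from a TPM of only 0.997 ± 0.332 (SD, n = 3). Its log2 fold change of 2.35 was 1.72 in limma on log2(TPM + 1) and 0.816 on log2(TPM + 5), and it was still called. Replication factor A protein 2 (ssb2, *TRINITY_DN8228_c0_g1*), which binds single-stranded DNA, rose 2.60-fold, and a peroxisomal Lon protease homolog (*TRINITY_DN8847_c0_g1*) rose 2.74-fold, both with an adjusted p of 0.00283. A homolog of the vacuolar amino acid transporter YPQ1 (*TRINITY_DN2715_c0_g1*) rose 6.16-fold (adjusted p = 0.00880, between 0.000220 and 0.0635 over the alternatives) from a TPM of 0.853 ± 0.254 (SD, n = 3), with a log2 fold change of 2.01 without R_3. A unigene whose best SwissProt hit is the rat interferon-inducible GTPase 5 (*TRINITY_DN953_c0_g1*), and whose best NR hit is a *Morchella* protein, rose 4.81-fold (adjusted p = 0.0115, between 6.24e-05 and 0.0624 over the alternatives, the highest without N_2, where the log2 fold change was 2.23 against 2.27).

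Among the falls, a protein with the N-terminal domain of the tricorn protease (*TRINITY_DN14200_c1_g6*) dropped from a TPM of 290 ± 56.4 (SD, n = 3) to 34.3 ± 9.45 (SD, n = 3), a log2 fold change of -3.15 (standard error 0.49, adjusted p = 0.00305). A protein with ankyrin repeats (*TRINITY_DN2680_c0_g1*) fell by 1.95 on the log2 scale (adjusted p = 0.00880), a call that was lost in limma's test on log2(TPM) with each added constant (adjusted p between 3.33e-05 and 0.0890 over the alternatives). Its fold moved by over 1.5 times only with the constant of 5, to a log2 fold change of -0.715. The largest falls were those of the unannotated *TRINITY_DN14254_c0_g19* and *TRINITY_DN14496_c2_g8*, with log2 fold changes of -4.41 and -4.40. The largest rises were also unannotated. *TRINITY_DN12251_c0_g2* had a log2 fold change of 6.63 (standard error 1.46), and its TPM in R was 298 ± 362 (SD, n = 3). *TRINITY_DN14054_c0_g1* had a log2 fold change of 4.07 (standard error 1.01). Both calls were lost without N_2 (adjusted p = 0.0510 and 0.0929), where the log2 fold changes were 7.04 and 4.05, and the first also in limma on log2(TPM + 5), where its adjusted p of 0.0620 was the highest over its alternatives. Without R_3 the log2 fold changes were 4.96 and 2.12, and without R_2 that of the second was 4.68.

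At the paper's thresholds, an unadjusted p under 0.05 and an absolute log2 fold change over 1, 21 unigenes were higher and 23 lower. The split was 17 and 28 with DESeq2 and 11 and 24 without the most abundant unigenes. It was 26 and 15 with unigenes counted as of other organisms removed and the totals of the remaining unigenes in place of TMM. Those removed were the *L. edodes* hit of at least 95% identity and the mammalian and plant hits without an NR hit. The TPM of the groups did not overlap for 55 of the 124 unigenes (44.4%, against 10% by chance for 3 samples against 3). Of the 86 unigenes with a *Morchella* hit, a list fixed before the data were examined, 74 were tested, and 16 were higher, 5 lower and 53 not called, with the same counts when adjusted over the list alone. With DESeq2's size factors or equal medians in place of TMM the list gave the same counts. With unigenes of other organisms removed and the totals of the remaining unigenes in place of TMM, 30 of its members were higher and 3 lower. The mammalian hits removed there held 132 to 189 counts per sample, out of at least 107650. The *L. edodes* hit of at least 95% identity and the plant hit held at most 14 each. So few counts argue against the removal itself as the cause, which leaves the change of scaling. From the differences between the groups the paper states which genes were up- and downregulated in the R group (Figure 2C), and it goes on to their enrichment in GO terms and pathways.

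**Figure D1:**
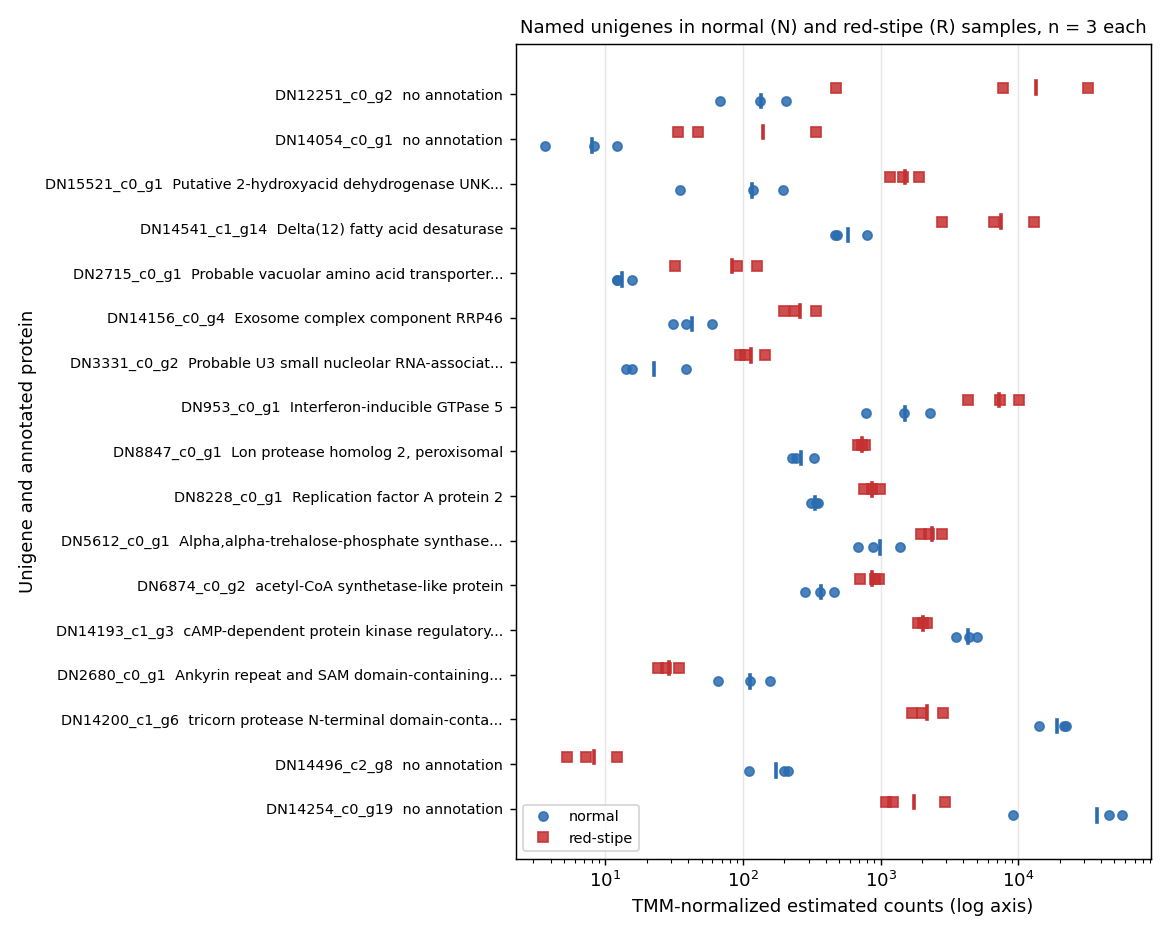
TMM-normalized estimated counts (log axis) of 17 named unigenes in the N samples (circles) and the R samples (squares). Each symbol is 1 sample and each vertical bar the mean of 3 samples. Unigenes are ordered by log2 fold change, from 6.63 at the top to -4.41 at the bottom.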

*TRINITY_DN14301_c2_g8* was the most upregulated (log2 FC = 9.64; Supplementary Table S7). However, the function of this gene is unknown. Interestingly, genes encoding chitin recognition protein (*TRINITY_DN5661_c0_g1*), an allergen Asp f 15 precursor (*TRINITY_DN13718_c0_g4*), and cyclin-dependent protein kinase (*TRINITY_DN14130_c2_g15*) were among the DEGs (Supplementary Table S7), and they have been previously reported to be involved in immune responses of mushrooms to pathogenic fungi [40].

The DEGs were further subjected to GO enrichment analysis, and 151 GO terms were identified (*p* < 0.05) (Figure 2D and Supplementary Tables S8 and S9). The most strikingly enriched GO terms in the biological process category were “neutrophil chemotaxis (GO: 0030593),” “methionine biosynthetic process (GO: 0009086),” and “negative regulation of telomerase activity (GO: 0051974)”. 

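Among the 199 unigenes, 1 carried the term for catalytic activity, 2 that for RNA polymerase II transcription factor activity and 1 that for oxidoreductase activity on paired donors. The first, an acetyl-CoA synthetase-like protein (*TRINITY_DN6874_c0_g2*), rose from a TPM of 5.47 ± 0.459 (SD, n = 3) in N to 13.6 ± 2.42 (SD, n = 3) in R, a log2 fold change of 1.23 (standard error 0.24, adjusted p = 0.00817 from edgeR's quasi-likelihood test). Of the transcription factors, *TRINITY_DN14234_c1_g23* had a log2 fold change of 0.33 (standard error 0.31, adjusted p = 0.447). *TRINITY_DN13691_c0_g14*, a homolog of the cutinase transcription factor 1 beta, had too few counts for that test, with a TPM of 1.14 ± 1.37 (SD, n = 3) in N and 6.11 ± 6.67 (SD, n = 3) in R (exact permutation test, two-sided, p = 0.2). The cytochrome P450 monooxygenase PbP450-1 (*TRINITY_DN16586_c0_g1*) had between 1 and 2 counts in the N samples and between 2 and 9 in the R samples (exact permutation test on TPM, two-sided, p = 0.1). No enrichment was computed over so few members.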

In the molecular function category, “catalytic activity (GO: 0003824),” “RNA polymerase II transcription factor activity (GO:0000981),” and “oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen (GO: 0016705)” were the most significantly enriched terms. Whereas terms associated with “TRC complex (GO: 0072380),” “hyphal cell wall (GO: 0030446),” and “90S preribosome (GO: 0030686)” were significantly enriched in the cellular component category. 

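Of the 199 unigenes, 4 carried a GO term with a word for immunity or defence, by a search made after the data were seen. Of these, 2 had enough counts for the test across unigenes, SRP14 and CANX, and neither was called, while CSTB and COX8A had too few. The signal recognition particle subunit SRP14 (*TRINITY_DN14503_c2_g13*) and cystatin-B (CSTB, *TRINITY_DN6435_c0_g1*), a protease inhibitor, carried neutrophil degranulation. SRP14 had a TPM of 1.58 ± 0.751 (SD, n = 3) in N and 2.71 ± 0.297 (SD, n = 3) in R (log2 fold change 0.71, standard error 0.51, adjusted p = 0.313 from edgeR's quasi-likelihood test). CSTB had 2.37 ± 1.83 and 8.24 ± 6.80 TPM (exact permutation test, two-sided, p = 0.2). Calnexin (CANX, *TRINITY_DN13850_c0_g3*), a chaperone of the endoplasmic reticulum with terms for antigen presentation, had a log2 fold change of 0.15 (standard error 0.41, adjusted p = 0.786). The cytochrome c oxidase subunit COX8A (*TRINITY_DN1927_c0_g1*), with a term for defence against virus, had between 2 and 3 counts in each N sample and between 5 and 6 in each R sample (exact permutation test on TPM, two-sided, p = 0.1). CSTB, CANX and COX8A had no NR hit, and their names come from mammalian SwissProt hits.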

Overall, 15 DEGs, including 11 upregulated genes and 4 downregulated genes, were annotated to the immune-related GO terms (Figure 2F and Supplementary Table S8). Additionally, all the DEGs were mapped to the KEGG database, and 23 significantly enriched pathways were identified (*p* < 0.05) (Supplementary Table S10). Among them, “tyrosine metabolism (map00350),” “riboflavin metabolism (map00740),” and “glycerophospholipid metabolism pathways (map00564)” were the most significantly enriched (Figure 2E and Supplementary Table S11).

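For glycerophospholipid metabolism, 2 of the 199 unigenes were assigned to the pathway, of which 1 was lower and 1 was not called. The regulatory subunit of cAMP-dependent protein kinase (mcb, *TRINITY_DN14193_c1_g3*) fell from a TPM of 97.3 ± 33.2 (SD, n = 3) in N to 47.1 ± 7.63 (SD, n = 3) in R, a log2 fold change of -1.10 (standard error 0.28, adjusted p = 0.0207 from edgeR's quasi-likelihood test). It is a kinase subunit, and this call was lost without any 1 of the R samples, where the log2 fold changes were -1.09, -1.17 and -1.17 without R_1, R_2 and R_3. The call was also lost in limma on TPM, and with unigenes counted as of other organisms removed and the totals of the remaining unigenes in place of TMM. Over the alternatives the adjusted p lay between 4.19e-06 and 0.117 and the log2 fold change between -1.38 and -0.777. Phospholipase D (pld1, *TRINITY_DN11440_c0_g2*), which cleaves phosphatidylcholine, had a TPM of 1.72 ± 0.766 (SD, n = 3) in N and 1.70 ± 1.30 (SD, n = 3) in R (log2 fold change -0.13, standard error 0.58, adjusted p = 0.860, and a log2 fold change of -0.84 without R_1). No unigene of tyrosine or riboflavin metabolism was among the 199.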

### 3.3. Metabolome Profiling

To determine the global metabolite profiles in the R and N groups, LC–MS metabolome analysis was performed. As shown in Supplementary Table S12, 4, 3829 and 3856 metabolites were identified using the POS (positive) and NEG (negative) models, respectively, among which 1894 and 1417 were annotated. Orthogonal projections to latent structures-discriminant analysis revealed that the metabolic features formed distinct clusters (six samples in each group) when comparing the R and N groups in both negative (Figure 3A,B) and positive ion modes (Figure 3C,D).

Based on the identified metabolites quantitation, there were DAMs between the different groups. They included 412 upregulated and 760 downregulated in the POS mode and 445 upregulated and 975 downregulated in the NEG mode (Figure 4A–C, and Supplementary Table S11). Based on functional analysis (Figure 4D and Supplementary Table S13), 74 KEGG pathways (*p* < 0.05) were significantly enriched among these DAMs (Supplementary Table S14). The most enriched pathways in the metabolism category were “Tyrosine metabolism (map00350),” “biosynthesis of plant secondary metabolites (map01060),” and “biosynthesis of amino acids (map01230)”. “Ferroptosis (map04216),” “gap junction (map04540),” and “bacterial chemotaxis (map02030)” were among the enriched pathways in the cellular processes category; “neuroactive ligand-receptor interaction (map04080),” “ABC transporters (map02010),” and “two-component system (map02020)” were enriched in the environmental information processing category; and “aminoacyl-tRNA biosynthesis (map00970)” was enriched in the genetic information processing category. Among them, the “ferroptosis (map04216)” pathway was shown to affect the immune cell number and function and trigger a range of inflammatory or specific responses [59].

### 3.4. Identification of Key Pathways and Validation of Gene Expression

There were 58 pathways identified in both the metabolome and transcriptome profiling, among which 17 pathways were significantly enriched (*p* < 0.05) in the R group compared with the N group (Figure 5A,B and Supplementary Table S15). The three most enriched pathways were “nicotinate and nicotinamide metabolism (map00760),” “starch and sucrose metabolism (map00500),” and “tyrosine metabolism (map00350).” 

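Of starch and sucrose metabolism, 3 unigenes were tested, which were also the 3 members of the list of central carbon metabolism fixed beforehand. The trehalose-phosphate synthase tpsA (*TRINITY_DN5612_c0_g1*), which makes the precursor of the storage sugar trehalose, rose from a TPM of 31.3 ± 3.71 (SD, n = 3) in N to 80.1 ± 12.3 (SD, n = 3) in R. This was a log2 fold change of 1.25 (standard error 0.32, adjusted p = 0.0214 from edgeR's quasi-likelihood test, and between 0.00126 and 0.112 over the alternatives, the highest without N_2, where the log2 fold change was 1.15). The neutral trehalase treB (*TRINITY_DN9096_c0_g1*), which splits trehalose into glucose, had a TPM of 55.0 ± 33.0 (SD, n = 3) in N and 18.9 ± 4.33 (SD, n = 3) in R, a log2 fold change of -1.71 (standard error 0.60) that did not pass the adjustment over all unigenes tested (adjusted p = 0.0703). Its count of 780 in N_1 lay within the range of the R samples, 693 to 1161, and it was called in 5 of 19 alternatives, among them without N_1 (adjusted p between 0.00219 and 0.201 over the alternatives). Adjusted over the list alone, tpsA was higher and treB lower. The third member, a glucan 1,3-beta-glucosidase (exgD), was not called. No unigene of nicotinate and nicotinamide metabolism was among the 199.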

There were five amino acid metabolism-related pathways, two carbohydrate metabolism pathways, and five metabolism pathways significantly enriched in the R group. Overall, 257 out of 748 DEGs and 175 out of 189 DAMs were enriched in the combined transcriptome and metabolome analysis (Supplementary Tables S16 and S17). Compared to *Morchella* response to *P. penicillatus*, similarly determined using a dual RNA-Seq approach [40], “tryptophan metabolism (map00380)” and “pantothenate and CoA biosynthesis (map00770)” were also identified in our study. When compared to the *Morchella* fruiting bodies and mycelium metabolites based on widely targeted metabolomic analyses [29], only “glycerophospholipid metabolism (map00564)” was common in our study. Most interestingly, “tyrosine metabolism (map00350)” was the only pathway identified in both the above studies and our study (Figure 5C and Supplementary Table S18).

In total, 26 DEGs were identified belonging to the tyrosine metabolism pathway (Figure 5D and Supplementary Table S19), including three di-copper center-containing proteins, three PLP-dependent transferases, two class I glutamine amidotransferase-like proteins, two copper amine oxidases, and others. Four genes in the tyrosine metabolism pathway were selected for further validation using qPCR, including two downregulated genes, S-adenosyl-L-methionine-dependent methyltransferase (*TRINITY_DN7353_c0_g1*) and di-copper center-containing protein 1 (*TRINITY_DN12464_c0_g1*), and two upregulated genes, di-copper center-containing protein 3 (*TRINITY_DN14293_c1_g13*) and aminotransferase class I and II (*TRINITY_DN693_c0_g1*) (Supplementary Table S19). As shown in Figure 5E, all four genes exhibited similar expression patterns to the RNA-Seq results.

## 4. Discussion

Morel cultivation has expanded rapidly worldwide because of its low labor intensity, short production cycle, and its nutritional properties and health benefits [5]. However, morel cultivation in the field increases their susceptibility to diseases and pests, which is the most important cause of reduced yields and crop failure. More importantly, the climate in the primary morel-producing areas in China is warm and humid, which favors the spread of various insects and pests [60]. The occurrence and features of epidemics regarding *Morchella* cultivation have been previously studied. ITS amplicon sequencing and microscopic examination of morel ascocarp lesions were performed simultaneously at 32 sites in 18 provinces across China. It was found that *D. longispora* was the major culprit of morel fungal diseases [11]. *Lecanicillium aphanocladii* [36] and *Clonostachys rosea* [61] are the causal agents of rot disease *M. sextelata*, and *P. penicillatus* causes the white mold disease [35]. *M. sextelata* defense mechanisms against *P. penicillatus* were studied by dual host-pathogen RNA-Seq analysis, and 313 DEGs were identified [40]. The results revealed that programmed cell death in *M. sextelata* was triggered by *P. penicillatus* infection via the upregulation of a chitin recognition protein, a caffeine-induced death protein, a putative apoptosis-inducing protein, and cyclin downregulation. Moreover, 1-octen-3-ol, a volatile mushroom compound with broad-spectrum antimicrobial activities, was shown to control the disease caused by *P. penicillatus* [41]. However, limited studies have focused on the mechanisms underlying red-stipe symptom occurrence.

After the red-stipe symptom appearance, the ascocarp becomes sticky and malodorous with a red and withered stipe. Mushroom farmers are desperate when morels are affected by the red-stipe symptom disease. Studies have revealed that the red-stipe symptom could be caused by *Fusarium nematophilum* [43] and bacterial infection [42]. No matter the causes of red-stipe symptoms, the stipe of morel fruiting bodies becomes red-gray, and the affected fruiting bodies gradually die. To uncover gene expression changes as a result of red-stipe symptoms in morels, RNA-Seq was implemented. A total of 1876 and 2388 genes were significantly up- and downregulated in the R group compared to the N group, respectively (Figure 2C and Supplementary Table S3), which was much higher than that the DEGs reported in a previous study on the interaction between *M. sextelata* and *P. penicillatus* (313 DEGs). This discrepancy may be caused by the difference in data processing, as we used de novo transcriptome assembly while the authors of the previous study mapped the reads to the *M. sextelata* reference genome. Usually, a de novo assembly method can identify a higher number of DEGs. For example, 12,561 unigenes were identified as DEGs in the early fruiting body-formation stage compared to the mycelium stage, including 9215 upregulated and 3346 downregulated unigenes [30]. Before we used a de novo assembly in our study, we identified the morel sample species based on their ITS sequence. The ITS sequences queried using a similarity search in GenBank exhibited 100% identity to the *M. sextelata* strain S4 (GenBank accession number: MK616098.1). Thus, the genome of *M. sextelata* (https://www.ncbi.nlm.nih.gov/genome/86229?genome_assembly_id=1702542 (accessed on 24 June 2022)) was selected for alignment based on ITS identity. However, the overall alignment rate was only 61.51% (data not shown). Because most of the unigenes hit against the NR database belonged to *Morchella conica* (74.68%), we also mapped the reads to the genome of *Morchella conica* (https://ftp.ncbi.nlm.nih.gov/genomes/genbank/fungi/Morchella_conica/latest_assembly_versions/GCA_003790465.1_Morco1/ (accessed on 12 March 2023)), and the overall alignment rate was only about 20% (data not shown). Hence, we performed de novo transcriptome assembly. We also mapped the raw data to the *F. nematophilum* genome, resulting in an overall alignment percentage of less than 0.1%. Therefore, we can conclude that the symptoms of the samples we collected were not caused by *F. nematophilum.*

The most obvious red-stipe symptom phenotype is the color change. Plants have three main types of pigments: anthocyanins, carotenoids, and flavonoids [62]. Among the DEGs (Supplementary Table S3), one gene encoding for a leucoanthocyanidin dioxygenase (*TRINITY_DN2756_c0_g1*) was upregulated (log2 FC = 3.21; Supplementary Table S3) and has been associated with the red color phenotype in plants [63,64,65]. Leucoanthocyanidin dioxygenase is one of the flavonoid pathway dioxygenases catalyzing the formation of anthocyanidins from leucoanthocyanidins. Furthermore, β, β-carotene 15,15′-dioxygenase (*TRINITY_DN14050_c0_g12*) and β-apo-4′-carotenal oxygenase (*TRINITY_DN14186_c2_g21*) were upregulated in the R group (log2 FC = 1.95 and 1.43, respectively). A flavonoid biosynthesis pathway (GO: 0009813) gene, UDP-glycosyltransferase/glycogen phosphorylase (*TRINITY_DN13177_c0_g1*), was downregulated (log2 FC = −2.24) in the R group. Additionally, two upregulated genes (*TRINITY_DN14050_c0_g12* and *TRINITY_DN14186_c2_g21*) are involved in carotenoid biosynthesis (log2 FC = 1.95 and 1.43; Supplementary Table S3). These genes may therefore contribute to the red ascocarp color.

Based on untargeted metabolomic analyses (Supplementary Table S8), four flavonoids (neg-4.348_302.07894, neg-3.598_306.07385, neg-3.445_306.074, and pos-0.972_306.07537) and one 2-arylbenzofuran flavonoid (neg-5.146_580.31254) had a significantly higher concentration in the R group compared to the N group. In contrast, two flavonoids (pos-3.209_419.09922 and neg-3.706_366.00386), one 2-arylbenzofuran flavonoid (pos-3.881_376.16569), and three isoflavonoids (pos-1.351_352.09329, neg-0.948_352.09388, and neg-4.28_408.05163) had a lower concentration in the R group compared to the N group. In addition to flavonoids, four metabolites in the “cinnamic acids and derivatives” category were significantly higher in the R group compared to the N group. These results may pinpoint the differentially regulated genes and metabolites underlying the red stipe phenomenon.

The immune response system is important for host protection against pathogenic fungi. During the biotrophic infection stage, *Magnaporthe oryzae* suppresses host immune responses by triggering an oxidative burst, resulting in plant cell death [66]. A gene (*TRINITY_DN14093_c0_g1*) encoding for programmed cell death protein 6 was upregulated in the R group (log2 FC = 1.53; Supplementary Table S3). This was consistent with previous findings suggesting that *P. penicillatus* was suppressed by *M. sextelata* via programmed cell death [40]. At the same time, the GO term “oxidoreductase activity, acting on paired donors, with incorporation or reduction of molecular oxygen (GO:0016705)” was significantly enriched by the DEGs (Supplementary Table S4). Several genes involved in immune responses were differentially expressed in *P. penicillatu* infected *M. sextelata* [40]. According to our RNA-Seq results, 15 DEGs annotated to immune-related GO terms, including 11 upregulated and four downregulated genes in the R group (Figure 2F and Supplementary Table S3). Furthermore, genes encoding a chitin recognition protein (*TRINITY_DN5661_c0_g1*), an allergen Asp f 15 precursor (*TRINITY_DN13718_c0_g4*), and a cyclin-dependent protein kinase (*TRINITY_DN14130_c2_g15*) were identified among the DEGs (Supplementary Table S3), and they have been reported to be involved in *M. sextelata* immune responses against *P. penicillatus* [40].

Autophagy is an essential and conserved self-eating process that cells perform to allow the degradation of intracellular components [67]. Autophagy has been observed during the development, secondary metabolism, and infection of fungi [68,69,70]. Based on our RNA-seq results (Supplementary Table S3), 27 DEGs were enriched in autophagy-related KEGG pathways (map04136 and map04138). Importantly, three genes (TRINITY_DN14616_c1_g8, TRINITY_DN14211_c0_g4, and TRINITY_DN12413_c0_g3) encoding autophagy-related proteins were significantly differentially expressed. Although no autophagy-related KEGG pathway was enriched in the red-stipe symptom morel DAMs, certain metabolites were associated with autophagy, including mannitol (neg-1.083_182.07879 and neg-0.884_182.07874) and glutamine (pos-0.85_146.06874, pos-3.284_146.06897, pos-1.024_146.06877, neg-1.007_146.06889, and neg-0.821_146.06887). Thus, these metabolites are potentially associated with the red-stipe symptom of morels, which is consistent with a previous report that identified that autophagy was important in post ripeness and brown film formation in *Lentinula edodes* [71]. To maintain cell integrity, the cell wall serves as the primary barrier against the external environment [72]. 

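One of the 199 unigenes carried the term fungal-type cell wall, the glucan 1,3-beta-glucosidase exgD (*TRINITY_DN14818_c0_g1*), an enzyme that cleaves cell wall glucan. Its estimated counts were 77, 67 and 37 in the N samples and 33, 26 and 74 in the R samples. The log2 fold change of R against N was -0.38 (standard error 0.51, adjusted p = 0.571 from edgeR's quasi-likelihood test, between 0.102 and 0.982 over the alternatives), and -1.24 without R_3, and exgD was called under none of the alternatives. No unigene of the hyphal cell wall was among the 199.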

Overall, 12 DEGs were identified belonging to the fungal-type cell wall (GO:0009277) GO term, including five upregulated and seven downregulated genes in the R group (Supplementary Table S3). In fungi, melanin, deposited in the cell wall and cytoplasm, is produced via tyrosinases, laccases, catecholases, and the polyketide synthase pathway [73]. According to our RNA-Seq results, the melanin biosynthetic process (GO:0042438) GO term was enriched (*p* < 0.05), including three upregulated genes (*TRINITY_DN15099_c0_g1*, *TRINITY_DN14263_c0_g25*, and *TRINITY_DN14239_c1_g11*) (Supplementary Table S5). Meanwhile, the laccase-2 gene (*TRINITY_DN16832_c0_g1*) was upregulated (log2 FC = 6.84) in the R group compared to the N group (Supplementary Table S3). Laccase-2 enhanced the resistance of *A. bisporus* against *T. aggressivum* toxin [37] and was upregulated in *M. sextelata* infected by *P. penicillatus* [40]. However, further functional or time series studies are required to verify the functions of these DEGs.

The most enriched metabolic pathway In the *Morchella* fruiting bodies and mycelium DAMs was that of tyrosine [29]. Tyrosine metabolism is mainly involved in different phenolic metabolite biosynthesis, and it indirectly affects the umami flavor of *Morchella*, exhibiting a vital role in the fruiting body development. ABC transporters and tyrosine metabolism were enriched in the DEGs between the *M. conica* mycelia and the fruiting body [24]. Tyrosine metabolism was also enriched in the *M. sextelata* response to *P. penicillatus* [40] and the red-stipe symptom (Figure 5C and Supplementary Table S13). Genes encoding browning-related enzymes in the *F. filiformis* genome are involved in tyrosine metabolism and phenylpropanoidbiosynthesis [74]. These results indicated that the tyrosine metabolism pathway is important for *Morchella* growth and development and resistance to pathogens. In the RNA-Seq results, 26 DEGs in the tyrosine metabolism pathway were queried, and the expression levels of four of these genes were validated using qRT-PCR (Figure 5D,E and Supplementary Table S14). Based on the metabolome profiling, 28 metabolites belonging to the tyrosine metabolism pathway were significantly accumulated, of which fumaric acid, vanillylmandelic acid, l-dopachrome, homovanillic acid, liothyronine, 4-hydroxyphenylacetic acid, and 2,5-dihydroxybenzaldehyde were upregulated in the R group compared to the N group (Supplementary Table S8). All of the above results indicate that the tyrosine metabolism pathway is key for red-stipe symptom development.

## 5. Conclusions

This is the first study implementing comparative transcriptomic and metabolomic analyses of *M. sextelata* fruiting bodies exhibiting the red-stipe symptom. Numerous important genes, metabolites, and pathways were identified associated with the red-stipe symptom development of *M. sextelata*. These findings have revealed new aspects of the mechanisms underlying the red-stipe symptom development and provide new insights into optimizing the morel cultivation practices.

## Figures and Tables

**Figure 1:**
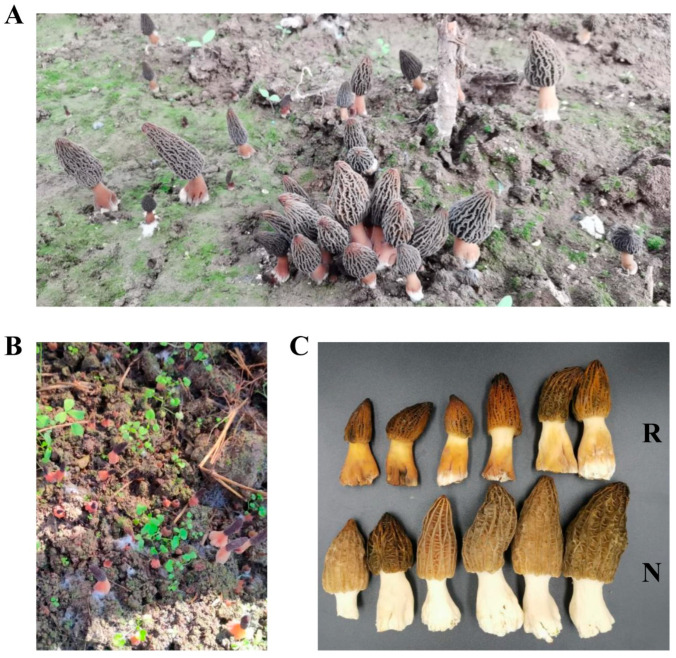
Samples of the red fruit body disease of *Morchella* sp. (**A**,**B**) Two examples of red fruit body disease Morels. (**C**) Samples used for analysis. Red group (R) referred to the samples with red stipe, while the normal group (N) referred to the samples with white stipe.

**Figure 2:**
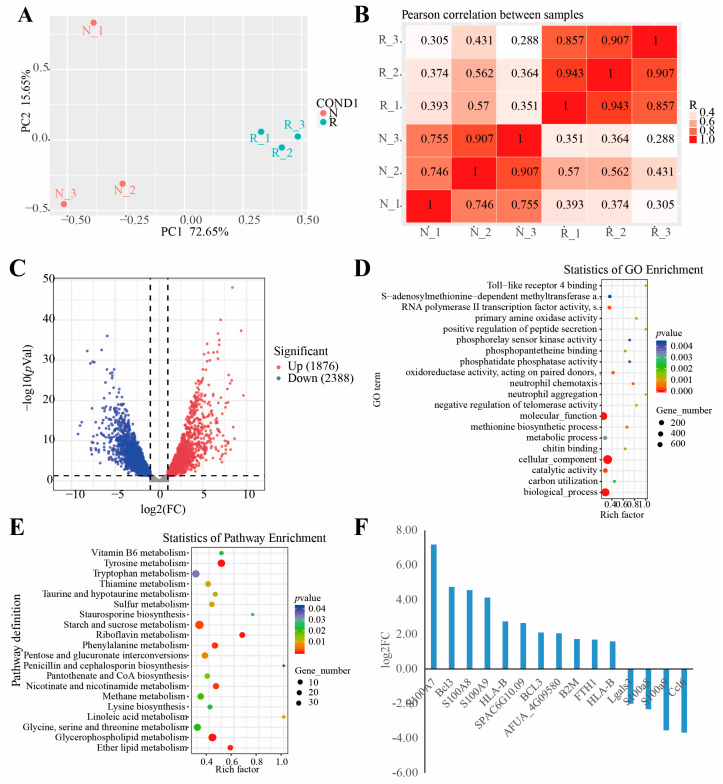
Results of RNA-seq. (**A**) Principal component analysis (PCA) of the variance-stabilized estimated raw counts of differentially expressed genes. (**B**) Correlation heat map. (**C**) Volcano plot of gene expression levels. (**D**) GO functional enrichment analysis. (**E**) KEGG functional enrichment analysis. (**F**) Fifteen DEGs from the immune-related GO terms; the *y*-axis shows the fold change expression in R group compared with N group.

**Figure 3:**
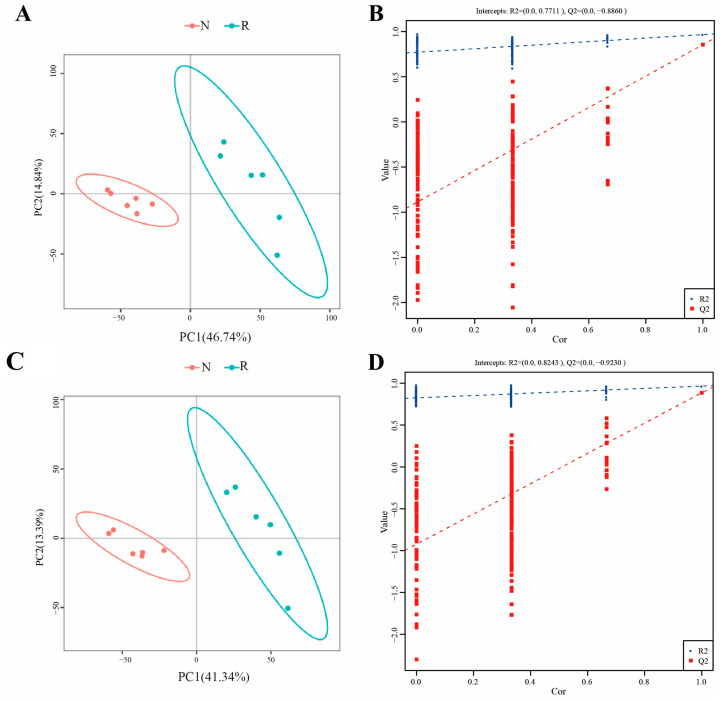
OPLS-DA analysis among samples. (**A**) OPLS-DA score of negative mode, (**B**) OPLS-DA validation of negative mode, (**C**) OPLS-DA score of positive mode, (**D**) OPLS-DA validation of positive mode.

**Figure 4:**
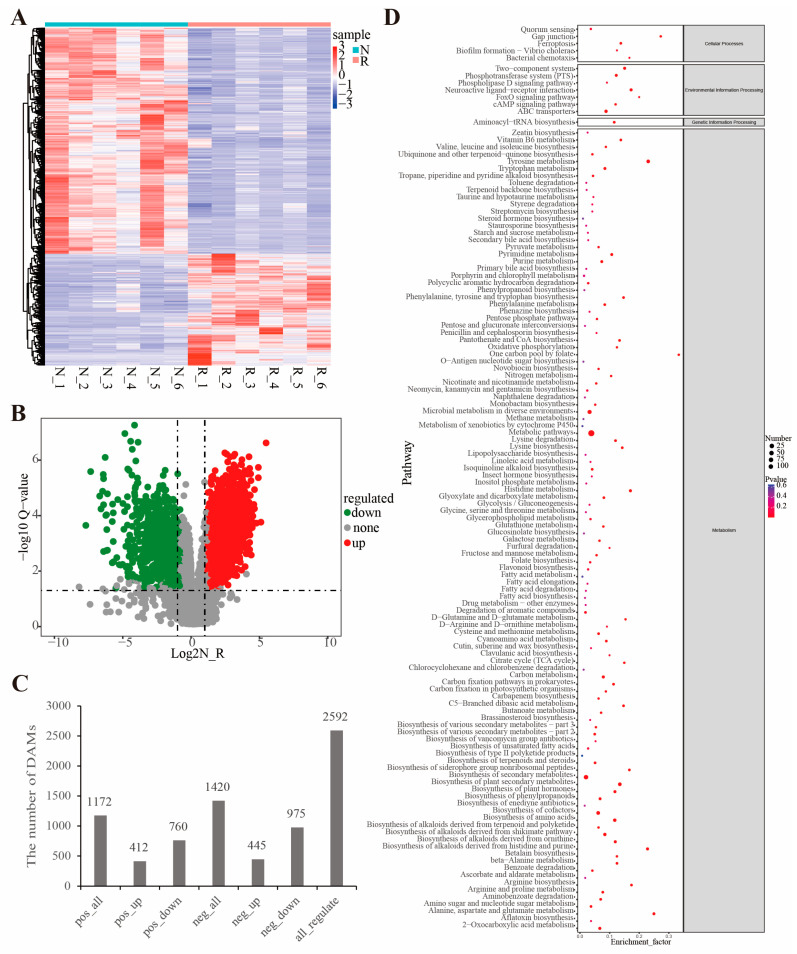
Differentially accumulated metabolites between R group and N group. (**A**) The heat map showing the differentially accumulated metabolites between R group and N group (the red and blue colors indicate the pathways enriched by the upregulated and downregulated metabolites, respectively). (**B**) Volcano plot of metabolite levels. (**C**) Statistical results of DEGs. (**D**) KEGG functional enrichment analysis.

**Figure 5:**
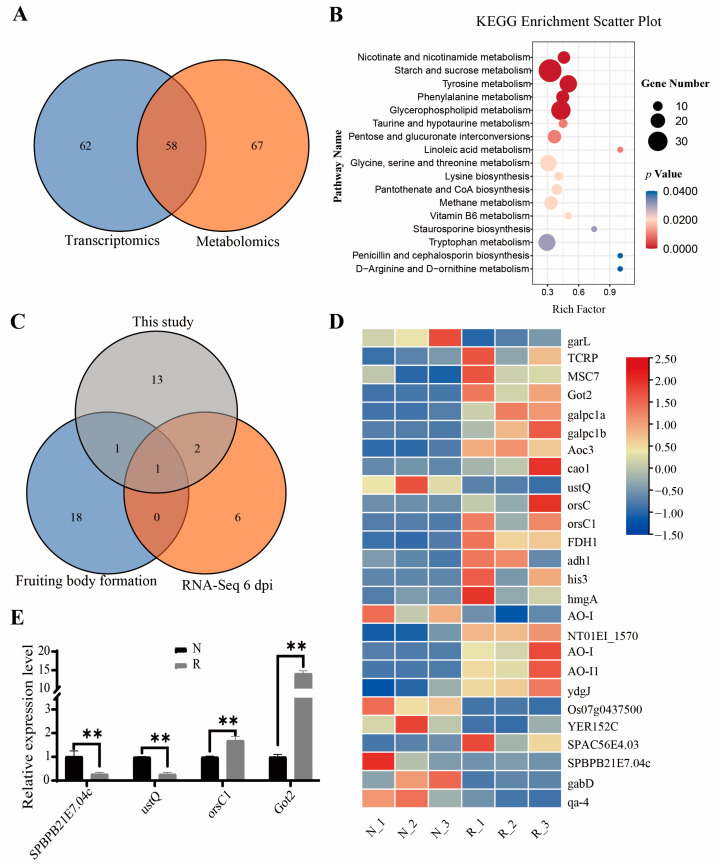
Comprehensive analysis of metabolome and transcriptome. (**A**) Venn diagram of pathways annotated in metabolome and transcriptome. (**B**) KEGG enrichment analysis. (**C**) Venn diagram of pathways among two previous studies [29,40] and this study. (**D**) Heat map of DEGs in tyrosine metabolism pathway, (E) Relative expression level of DEGs. The X axis contains the gene codes of DEGs and the Y axis contains the relative expression level of DEGs. Data were presented as mean ± SD. ** *p*-value < 0.01.

## Data Availability

The data of RNA-seq in this study have been deposited in NCBI’s Gene Expression Omnibus (GEO) under accession number GSE212851. Metabolomic data have been deposited in the EMBL-EBI MetaboLights database (DOI:10.1093/nar/gkz1019, PMID:31691833) with the identifier MTBLS5913. The complete dataset can be accessed here https://www.ebi.ac.uk/metabolights/MTBLS5913 (accessed on 9 September 2022).

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/jof9030373/s1, Figure S1: Species distribution of NR annotation results of the *Morchella* transcripts; Table S1: Primers for the selected DEGs; Table S2: Sequencing data Statistics; Table S3: Trinity assembly results; Table S4: Annotation results of the Unigenes; Table S5: Gene annotation result using NCBI non-redundant protein database; Table S6: Functional annotation of unigenes in the NR, Swiss-prot, Pfam, COG, GO, and KEGG databases; Table S7: All DEGs in red-stipe symptom; Table S8: GO annotation of DEGs; Table S9: GO enrichment of DEGs; Table S10: KEGG annotation of DEGs; Table S11: KEGG enrichment of DEGs; Table S12: Statistics of identified metabolites; Table S13: All DAMs in red-stipe symptom; Table S14: KEGG enrichment DAMs; Table S15: KEGG pathways enriched both in transcriptomic and metabolomic profiles; Table S16: DEGs enriched in the combined analysis of transcriptome and metabolome; Table S17: DAMs enriched in the combined analysis of transcriptome and metabolome; Table S18: Pathways among two previous studies [29,40] and this study; Table S19: Summary of the DEGs in tyrosine metabolism pathway.

How the deposited data were processed for this re-analysis (not part of the article)

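RNA sequencing of *M. sextelata* fruiting bodies was analysed for 3 samples of the normal group (N) and 3 samples of the red-stipe group (R), with groups and replicate numbers taken from the sample labels and the paper. The authors trimmed reads with Cutadapt and checked them with FastQC. They assembled unigenes with Trinity 2.4.0, annotated them with DIAMOND, and quantified them with Salmon, whose version is not given in the sources used here. No genome build was involved, since unigenes were assembled de novo.

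The authors deposited 2 values per unigene and sample. The estimated counts that the authors deposited are Salmon's reads per unigene, not normalized and not all whole. The TPM values that the authors deposited are relative to the whole library. Both were read for 199 unigenes out of the 22969 of Supplementary Table S3, and no other unigene was analysed here. Their counts summed to between 107650 and 181971 per sample. Each library has between 38888552 and 41742140 valid reads in Supplementary Table S2. Identifiers matched 0 entries of the RefSeq gene table of *M. sextelata*, so names are those of the deposited annotation, which are matches to proteins of other species. Of Supplementary Table S5, 1998 rows were at hand, and of Table S6, 440, so no enrichment or set test was run.

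Estimated counts were rounded to whole numbers. Unigenes were filtered with edgeR's filterByExpr, which kept 124, scaled by TMM, and tested with glmQLFit and glmQLFTest of edgeR 4.0.16 in R 4.3.3 without a block. Standard errors were taken as the absolute log2 fold change over the square root of F. A unigene was called at a Benjamini-Hochberg adjusted p under 0.05. A separate count used the paper's thresholds. For unigenes under the filter, and for summed TPM, exact permutation tests were used, whose smallest two-sided p is 0.1 for 3 samples against 3. Principal components and correlations were computed with numpy 2.4.6 and pandas 2.3.3. In simulated counts for these 199 unigenes with 40 changed per run, over 20 runs, the same test recovered 20.5% of changes of 2-fold and 81.5% of changes of 4-fold, and 2.79% of its calls were false, so many changes of about 2-fold in R against N would be missed. The simulation gave all unigenes the same dispersion, 0.174, while the real unigenes differ in spread, so these shares may be optimistic.

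Unigenes are named in the text by a rule set before the data were examined. It takes every unigene the paper names, the 10 largest rises and the 10 largest falls with a protein name among called unigenes with an absolute log2 fold change over 1 and no overlap between the groups, the 2 largest rises and falls whatever their annotation, and the 3 most abundant members of the lists of other organisms. Only 3 falls had a protein name. Members of the paper's pathways and terms are named as well. A few members of the fixed lists and unigenes with large shares of the counts were named after their values were seen. Of 20 lists fixed beforehand, 9 had no member among the 199 unigenes. These were the 6 groups of unigenes that the paper names, the fungal pathogen genera, the chaperones and the autophagy pathways. The pathogen genera were looked up only in the rows of Supplementary Table S5 at hand, which cover 10 of the 199 unigenes. That empty list therefore does not show that hits to these genera are absent from the 199. Samples of a group were compared for duplicates, and no pair differed by as little as the sampling noise, since the chi-square over its degrees of freedom was 160 for the closest pair.

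The alternatives were a replicate block, other filters, DESeq2's size factors, equal medians, DESeq2 1.42.0, limma 3.58.1 with a trend on log2(TPM + 0.1) and log2(TPM + 5), and leaving out each sample. A further one removed unigenes whose hits are to other organisms and used the totals of the remaining unigenes in place of TMM. Chosen after seeing the data were limma on log2(TPM + 1), whole-library totals from the ratio of counts to TPM, the totals of Supplementary Table S2, and removal of unigenes with over 5% of the counts of any sample. The metabolome and the qRT-PCR were not analysed here.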

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

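The tests on other splits, scaling, single libraries, abundant unigenes, library totals and the mammalian hits were written down after the results were seen.

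Among called unigenes without overlap between the groups, 4 that the paper's text does not discuss were over 8-fold higher in R than in the N samples. The log2 fold changes were 6.63 for *TRINITY_DN12251_c0_g2* and 4.07 for *TRINITY_DN14054_c0_g1*, both unannotated, 3.71 for the 2-hydroxyacid dehydrogenase *TRINITY_DN15521_c0_g1*, and 3.69 for the delta(12) fatty acid desaturase *TRINITY_DN14541_c1_g14*. The lowest value under any other scaling was 3.50, for the desaturase with DESeq2's size factors (standard error 0.59). For unigenes picked at over 8-fold this test could hardly have failed. Other scalings moved the median log2 fold change of all unigenes by at most 0.36, which is small beside these folds. The lowest value without 1 R sample was 2.12, for *TRINITY_DN14054_c0_g1* without R_3 (standard error 0.59). The unigenes were picked for no overlap between the groups, so a rise without any 1 R sample was fixed by that choice. This test therefore cannot decide on a single R library as the cause. R_3 decides much of the size of the rise of *TRINITY_DN14054_c0_g1*, as it does for *TRINITY_DN12251_c0_g2*, with 540, 7485 and 29336 counts in R_1, R_2 and R_3. The red-stipe condition and unigenes that share reads remain open and were not tested.

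The count of called unigenes was 33 for the real groups. Among the 10 splits of the 6 samples, 1 split gave as many, the real one, and the highest other split gave 0. At the paper's thresholds the real count was 44 and the highest other 5, again with 1 split as large. With 10 splits no share under 0.05 can be reached. Without the unigenes that hold over 5% of the counts of any sample, 27 of the 28 calls still tested were made again, which argues against a few unigenes taking most of the counts as the cause. With whole-library totals in place of TMM over the unigenes tested, at least 32 of the 33 calls were made again. This argues against TMM scaling within this part of the library as the cause of these calls. It does not test the partial totals themselves, which the main fit did not use without TMM. The fit that did, with unigenes counted as of other organisms removed, made 30 of the 33 calls again. It called 36 higher and 11 lower, so the balance of directions does depend on such totals.

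The 14 unigenes with no NR hit and a SwissProt hit to a mammal on the species list fixed beforehand had a higher summed TPM in every R sample than in every N sample. In estimated counts the sums overlapped, 132 to 152 in N against 150 to 189 in R, and without Ttr the fold of R over N was 1.13 in counts and 1.34 in TPM, so the pattern depends on the weighting by length. RNA of one outside source at one level per library would keep the members' counts in one ratio over the 6 libraries. Over all 14, the chi-square over its degrees of freedom was 2.75 (p = 0.0001 from random draws of the counts at one ratio, the smallest that 10000 draws can give). This argues against a single source for the whole list with Ttr in it, though the draws cover counting error only. Without Ttr, whose 40 of 48 counts are in R_3, a member left out after its counts were seen, the value was 0.857 over the other 13, so one outside source may account for these, and 13 *Morchella* hits matched to them in total count, a comparison chosen after the result was seen, gave 6.88. Fungal genes that keep one ratio remain open as well, and so does the red-stipe condition.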

How the results depend on the processing

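All 33 calls kept their direction under every alternative that tested them. The count of calls lay between 26 (without N_2) and 47 and stayed within 1.5 times of 33. The count at the paper's thresholds was 44, and it was 22 in limma on log2(TPM + 5), a scale that shrinks the folds of low unigenes. The share of higher calls, 57.6%, was 76.6% with unigenes counted as of other organisms removed and row totals as the scaling, 45.5% in DESeq2 (20 higher, 24 lower) and 46.9% without the most abundant unigenes. The first of these settings moved the median log2 fold change by 0.36, DESeq2's size factors by -0.13 and removal of the most abundant unigenes by -0.27. With the replicate block, 45 were called. The labels give numbers only and state no pairing. Deviations from the group mean correlated at 0.0904, 0.236 and 0.158 for same-numbered samples, and between -0.230 and 0.0748 for the other pairs. Each sample correlated best with its own number, so a pairing or batch by number was not excluded. The PC1 share of 65.2% was 75.4% over unigenes at the paper's thresholds, 97.1% on TPM as deposited, 49.3% with unit variance, 54.1% without a filter, and between 63.1% and 72.9% leaving out each sample. The mean correlation between groups was 0.739 on the log scale, and that within R was 0.838 without the 10 highest unigenes. For these the cause was not tested. For the tested unigenes named in the text, 16 recomputed calls were lost, 24 were gained and 554 were the same. The filter on low counts left out 75 of the 199 unigenes, and without it 43 were called.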

Differences from the paper's values

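The paper's values rest on its whole assembly and those here on 199 of its unigenes. By a rule that asks for a difference beyond the spread and of over 1.5 times, or for a correlation beyond the spread alone, no value differed. The paper's shares of PC1 and PC2, over its differentially expressed genes (Figure 2A), are 72.65% and 15.65%. The paper took variance-stabilized counts, and log2(TPM + 1) was used here. The shares here were 75.4% and 11.2% over the unigenes at the paper's thresholds, and 65.2% and 13.9% over all unigenes tested. The paper's share of *Morchella* among best hits is 74.68%, below the interval of 75.8 to 90.8% around the 84.3% here, but less than 1.5 times apart. The paper gives the same share for *Morchella conica* alone in its Discussion, so the shares may be unlike, and 84 of the 86 hits here were to that species. The paper's share of *L. edodes* is 6.32%, over 1.5 times the 2.94% here but within its interval of 0.611 to 8.36%, which rests on 3 unigenes. The mean correlations in Fig. 2B, read by eye, are about 0.80 within N, about 0.90 within R and about 0.40 between the groups, and those here were 0.819, 0.893 and 0.456. On log2(TPM + 1), set before the data were examined, the means within N and between the groups, 0.903 and 0.739, did differ, and so did 0.527 between the groups without the 10 highest unigenes. On TPM as deposited the share of PC2, 1.23%, differed.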

Other observations

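In the pathway of ribosome biogenesis, looked up after the data were seen, 4 unigenes were tested, of which 2 were higher in R and none was lower. Beside the U3-associated protein 18 homolog, the ribosome maturation protein sdo1 (*TRINITY_DN736_c0_g1*) rose from a TPM of 71.5 ± 16.2 (SD, n = 3) in N to 164 ± 6.87 (SD, n = 3) in R, a log2 fold change of 1.16 (standard error 0.23, adjusted p = 0.00824 from edgeR). The casein kinase II subunit ckb-1 had a log2 fold change of 0.53 (adjusted p = 0.153) and the nucleolar GTPase NOG1 one of 0.18 (adjusted p = 0.723). In 1 of 19 alternatives ckb-1 was called (lowest adjusted p 0.0144). The 2 unigenes of the spliceosome, prp28 and SmD1, had log2 fold changes of 0.39 and 0.62 (adjusted p = 0.316 and 0.172) and were not called, though prp28 was called in 1 and SmD1 in 3 of 19 alternatives (lowest adjusted p 0.0275 and 0.00986).

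Of the lists fixed beforehand, the transporters had 2 members tested, of which 1, the sugar transporter STL1, was higher. Of oxidative phosphorylation, a list taken by pathway annotation, the 1 member tested of 3, a vacuolar ATPase (*TRINITY_DN14466_c0_g1*), had a log2 fold change of -1.16 (adjusted p = 0.0816 from edgeR) and was lower when adjusted over the list alone, a list of 1, and in 10 of 19 alternatives (adjusted p between 0.0132 and 0.256). The members of the respiratory chain, cytochrome b and NADH-ubiquinone oxidoreductase chain 3, had too few counts, so these values say nothing of that chain. Of amino acid metabolism 2 members were tested and not called. Of 3 glycoside hydrolases 2 were tested and not called, and treB was lower when adjusted over the list alone. The 1 ribosomal protein and the 1 cytochrome P450 had too few counts.

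Of the 19 unigenes called higher in R, 16 had an NR hit, and of the 14 called lower, 5 had one (Fisher's exact test, p = 0.00909, over unigenes, which are not independent replicates). The comparison was made after the calls were seen. An uncharacterized *Morchella* protein (*TRINITY_DN10570_c0_g1*), singled out after its values were seen and not called (log2 fold change -1.99, adjusted p = 0.154 from edgeR), held 17146 counts in R_1, 1204 in R_2 and 2156 in R_3, against 22492 to 25991 in the N samples. It was called with DESeq2 (adjusted p = 0.0273), with the replicate block (adjusted p = 0.0150, beside the 45 calls of that setting) and without R_1, where the log2 fold change was -3.77 (adjusted p = 0.00933, between that and 0.243 over the alternatives).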
